# Whole transcriptome sequencing of the aging rat brain reveals dynamic RNA changes in the dark matter of the genome

**DOI:** 10.1007/s11357-012-9410-1

**Published:** 2012-05-04

**Authors:** Shona H. Wood, Thomas Craig, Yang Li, Brian Merry, João Pedro de Magalhães

**Keywords:** RNA-seq, Cerebral cortex, Aging, Non-coding RNA

## Abstract

Brain aging frequently underlies cognitive decline and is a major risk factor for neurodegenerative conditions. The exact molecular mechanisms underlying brain aging, however, remain unknown. Whole transcriptome sequencing provides unparalleled depth and sensitivity in gene expression profiling. It also allows non-coding RNA and splice variant detection/comparison across phenotypes. Using RNA-seq to sequence the cerebral cortex transcriptome in 6-, 12- and 28-month-old rats, age-related changes were studied. Protein-coding genes related to MHC II presentation and serotonin biosynthesis were differentially expressed (DE) in aging. Relative to protein-coding genes, more non-coding genes were DE over the three age-groups. RNA-seq quantifies not only levels of whole genes but also of their individual transcripts. Over the three age-groups, 136 transcripts were DE, 37 of which were so-called dark matter transcripts that do not map to known exons. Fourteen of these transcripts were identified as novel putative long non-coding RNAs. Evidence of isoform switching and changes in usage were found. Promoter and coding sequence usage were also altered, hinting of possible changes to mitochondrial transport within neurons. Therefore, in addition to changes in the expression of protein-coding genes, changes in transcript expression, isoform usage, and non-coding RNAs occur with age. This study demonstrates dynamic changes in RNA with age at various genomic levels, which may reflect changes in regulation of transcriptional networks and provides non-coding RNA gene candidates for further studies.

**Electronic supplementary material:**

The online version of this article (doi:10.1007/s11357-012-9410-1) contains supplementary material, which is available to authorized users.

## Introduction

Brain aging frequently underlies cognitive decline and is a major risk factor for neurodegenerative conditions such as Alzheimer's and Parkinson's disease. Mental health is also a major concern of aging adults. The exact molecular mechanisms underlying brain aging, however, remain unknown (Lu et al. 2004). Quantitative analysis of aging can provide important insights into the basic mechanisms and their interactions with age-related diseases (Kirkwood 2008). Sophisticated high-throughput approaches enable age-related molecular changes to be quantified with increasing detail and may help unravel the mechanisms of aging (de Magalhães et al. 2010).

Microarrays interrogate thousands of transcripts in a cost-effective manner and have provided key insights into a number of processes, including aging. A number of such studies have been carried out in mammals with mice, rats, and humans (Lu et al. 2004; de Magalhães et al. 2009). Age-related changes in key pathways and processes, such as inflammatory and mitochondrial processes, have been identified using the microarray approach (Zahn et al. 2007; de Magalhães et al. 2009). In spite of their usefulness, microarrays have important limitations. One intrinsic problem of microarrays is their lack of sensitivity to low abundance transcripts. Elucidating the transcriptional features of aging at a more sensitive level, therefore, remains a critical challenge, but one with potential to provide mechanistic clues about aging. Microarrays also have limitations in profiling the emerging RNA complexity such as different transcripts originating from a single gene (splice variants) and non-coding transcripts (Marioni et al. 2008; Cloonan et al. 2008). This issue is particularly important for the brain because of the high complexity of RNA populations, most of which are low prevalence, as shown in a detailed comparison of Solexa/Illumina deep sequencing with conventional microarray ('t Hoen et al. 2008).

Next-generation sequencing technologies, such as the SOLiD platform from Applied Biosystems (ABI), allow large-scale sequencing at a low cost and are now driving molecular biology research (Mardis 2008; de Magalhães et al. 2010). By deeply sequencing the transcriptome and determining the frequency of each gene in the sequence sample by matching it to the genome sequence (a.k.a. RNA-Seq), one can obtain a digital measure of the presence and levels of known and unknown genes (Wang et al. 2009). Previous studies have shown that RNA-Seq is highly reproducible and has a much greater dynamic range than microarray (Cloonan et al. 2008; Mortazavi et al. 2008). RNA-Seq is also considerably more sensitive than traditional microarrays and can detect splice variants and non-coding RNAs that would otherwise go undetected (Wang et al. 2008; Tollervey et al. 2011). The capacity of the SOLiD system to survey transcriptomes in a near-complete fashion has been demonstrated in mouse embryonic stem cells by showing detection of ~50 % more genes than microarrays (Cloonan et al. 2008).

The aim of this study was to use RNA-seq to characterize the aging transcriptome in the rat cerebral cortex. It was envisaged that the comparable gross structure of the rat to the human brain would make these results potentially applicable to human brain aging and neurodegeneration research. Furthermore, the rat has been used extensively in neurological research for many years and is held as a model for mammalian behavioural and neurodegeneration studies (Jacob 1999). By profiling the transcriptome, it was hoped to gain insight into the RNA complexity of aging and the regulatory pathways involved.

This study demonstrated that in addition to changes in the expression of protein-coding genes with age, substantial changes in transcript expression and isoform usage occur. Moreover, changes in non-coding RNA expression are prevalent, suggesting that these may be of importance in brain aging. These data showcase how transcriptional changes occur at multiple genomic levels, including in the dark matter of the genome.

## Materials and methods

### Animals

A previous experiment supplied the rat brain tissue for this study (Merry et al. 2008). All animal husbandry procedures undertaken in this study were carried out in accordance with the provisions of the United Kingdom Animals (Scientific Procedures) Act 1986. Male BN rats (SubstrainBN/SsNOlaHSD) were obtained from Harlan UK at 21–28 days of age and maintained under barrier conditions on a 12-h light: 12-h dark cycle (08:00–20:00). The health status of the rats was monitored at regular intervals through the screening of sentinel animals. All rats were fed ad libitum and sacrificed at 6, 12, and 28 months of age. None of the animals exhibited any signs of pathology when sacrificed. Each age group had six rats from which brain samples were taken, flash frozen, and stored at −80°C.

### Cortex dissection and RNA extraction

To minimise thawing and therefore degradation of RNA, the cerebral cortex was removed from the whole brain on a solid CO_2_ base under a dissecting microscope. The cerebral cortex was cut into small pieces to aid RNA extraction.

RNA was extracted from the cerebral cortex using Qiagen's TissueLyser II and RNeasy lipid tissue kit. The quality of the extracted RNA was assessed using the Agilent 2100 Bioanalyser; all RNA integrity numbers (RINs) were above 8, indicating that good quality RNA had been extracted. The samples were pooled 2 by 2 (leaving 3 samples per age group). Ribosomal RNA was removed from the pooled samples using a Eukaryote ribominus kit (Invitrogen) and confirmed with the Agilent 2100 Bioanalyser. Ribosomal removal, rather than Poly-A selection, allows certain non-coding RNAs without Poly-A tails to be included in the sequencing.

### cDNA library preparation and SOLiD sequencing

The library preparation protocol was carried out according to the manufacturer's instructions: The RNA was fragmented and cleaned up using spin columns (Invitrogen) and SOLiD RNA adapters were then hybridized and ligated to the samples. Reverse transcription was performed to generate cDNA. The cDNA was purified, size selected, amplified, and then purified again (as detailed in the SOLiD protocol). The size distribution of the cDNA library was assessed using the Bioanalyser. The samples were then subject to emulsion PCR and sequenced in the Centre for Genomic Research at the University of Liverpool using the SOLiD system V4, in the forward and reverse.

### Mapping

The RNA-seq results from the SOLiD system were output as color space FASTA and quality files, these were converted into FASTQ format using a python script from Galaxy (http://main.g2.bx.psu.edu/). The FASTQ files were mapped to the Ensembl release 65 rat reference genome (RGSC 3.4 assembly, May 2010 gene build) using Bowtie (Langmead et al. 2009) and settings appropriate to SOLiD data. For each sample, approximately 33.6 million reads were generated (range, 29.5 to 39.8 million reads). On average 16.7 million reads per sample were mapped to the reference genome (range, 13.8 to 21.4 million reads, approximately 50 % of reads generated were mapped). All data have been submitted to GEO under the accession GSE34272.

### Gene expression analysis

In order to measure gene expression from mapped data, the BAM files from Bowtie mapping were sorted using SAMtools (Li et al. 2009). Raw counts per gene were estimated by the Python script HTSeq count (http://www-huber.embl.de/users/anders/HTSeq/) using the Ensembl rat reference genome. The raw counts per gene were used by EdgeR (Robinson and Oshlack 2010) to estimate differential expression (DE).

EdgeR (Bioconductor release 2.9) uses a pair-wise design to measure differential expression. The analysis is based on a negative binomial model that uses over-dispersion estimates to account for biological variability (i.e., sample to sample differences); this is an alternative to the Poisson estimates of biological variability that are often inappropriate (Oshlack et al. 2010). Genes with less than 5 reads were excluded from the analysis and TMM normalisation of the sequenced libraries was performed to remove effects due to differences in library size (Robinson and Oshlack 2010). The most stringent dispersion method (tag-wise) was used to ensure that differential expression was not due to individual differences (EdgeR tag-wise options: prior.*n* = 7, prop.used = 0.5, gridlength = 500). EdgeR generates a fold change for each gene, *p* values and the Benjamini-Hochberg false discovery rate (FDR) are calculated to statistically test the measured DE. As in previous studies, no effect size cut-off was set, as aging-related changes often tend to be subtle (de Magalhães et al. 2009).

### Splice variant prediction and expression analysis

In order to predict splice variant usage with age, the sequence data must be mapped using Tophat (Trapnell et al. 2009), which uses Bowtie initially (as previously) but then generates splice variant predictions. The Cufflinks pipeline (Trapnell et al. 2010) (cufflinks, cuffcompare, cuffdiff) was used to assemble the transcripts (known and novel), assess the usage of splice variants, promoters, and coding sequences.

Cuffdiff can be used to measure the DE of transcripts. It has been reported, however, that the DE FPKM (fragments (reads) per kilobase of exon model per million) methods used in these analyses do not account for biological variation and can lead to false positive results (Oshlack et al. 2010). To gain the most robust results for transcript DE, raw counts were calculated for each transcript with HTSeq using the combined GTF file generated by Cufflinks as the genomic reference file (lists the splice variants and their genomic location generated by Tophat). Differential transcript expression was then tested with EdgeR, as in gene DE, making the results more robust and comparable to the gene expression results.

Cuffdiff also predicts splice variant, promoter, and coding sequence usage changes (a.k.a. overloading). Overloading is measured in each group and computed from the relative abundance of transcripts (measured by the expected fragments per kilobase of transcript per million fragments mapped, a.k.a FPKM). The square root of the Jensen-Shannon divergence computed on the relative abundances of the sequences is the test statistic from which a *p* value is generated. The *p* value is corrected using the Benjamini-Hochberg correction for multiple-testing giving a FDR.

### qPCR

To generate cDNA for qPCR, 3.5 μg of total RNA was reverse transcribed using Superscript III First-strand synthesis system for RT-PCR (Invitrogen, Paisley, UK). The Roche universal probe library designer was used to design primers (https://www.roche-applied-science.com/servlet/) with sequences obtained from Ensembl. All primers were designed to cross an exon–exon boundary. The specificity of the primers was checked using BLAST (http://www.ncbi.nlm.nih.gov/BLAST/). A reference gene experiment was conducted to identify the most stably expressed genes in the cerebral cortex with age (data not shown); HPRT1 (supplementary Table 2) and YWHAZ (Rn00755072_m1 Applied Biosystems) were the most stably expressed with age and were used to normalise the qPCR results. Supplementary Table 1 shows the primers, amplicons, and probes used.

The qPCR assays were all performed in triplicate using a TaqMan™ ABI PRISM 7500 fast (Applied Biosystems, Foster City, CA, USA) in 96-well plate format. A 20-ml reaction volume was used per well, consisting of: 10 μl Taqman 2× PCR master mix (Universal PCR Mastermix; Applied Biosystems), 0.2 μl each of 20 mM forward and reverse primers, 0.2 μl of 10 mM probe (Exiqon; Roche Diagnostics Ltd.), 0.2 μl distilled water and 9.2 μl of cDNA or water for the negative controls. The amplification was performed as follows: 2 min at 50°C, 10 min at 95°C followed by 40 cycles of 95°C for 15 s and 60°C for 1 min. The efficiency of the assays were between 93 % and 107 % and the *R* ^2^ values were >0.98. The ΔΔcT method was used to measure expression; “6 months” was used as the reference samples from which relative expression was calculated in 12- and 28-month-old rats. The data were further corrected by the efficiency of the standard curve for each gene. Log2 fold change relative to “6 months” was calculated and compared to the RNA-seq results in order to confirm the expression results. The standard error was calculated for log2 fold change as follows: (std error/mean)*log2e. For qPCR the relative quantification values (calculated from 6 month—sample 1) were used to calculate standard error. For RNA-seq, raw reads converted into relative values (calculated from 6 month—sample 1) were used to calculate standard errors.

### Novel non-coding RNA

Novel non-coding RNAs (ncRNA) were identified by Cufflinks and shown to be DE with age. To identify the types of ncRNA DE, they were split by size into the following groups: <200nt and >200nt. <200nt non-coding RNA was checked using a combination of miRbase (Kozomara and Griffiths-Jones 2011), RFAM (Gardner et al. 2011), and RNAFold (Hofacker 2003) to identify miRNA, snoRNA, or other RNA.

Transcripts (>200nt) were thought to be long non-coding RNAs (lncRNAs). To test this, transcripts were checked for conserved protein domains using EMBOSS transeq (http://www.ebi.ac.uk/Tools/emboss/transeq) and NCBI's CDD-search tool (in all six reading frames) (Marchler-Bauer et al. 2011). Any transcript with a conserved protein domain was not defined as an lncRNA. For each of the novel lncRNA, the top ten closest protein-coding genes (in terms of genomic location) were obtained from Ensembl, in order to test co-localisation of expression with our genes DE with age (Ponjavic et al. 2009).

## Results

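Total RNA from the cerebral cortex of male rats aged 6, 12 and 28 months was pooled from 2 rats per library, giving 3 libraries per age, and was sequenced on the SOLiD platform. The authors mapped the reads to the Ensembl rat reference genome with Bowtie, counted the reads on each gene with HTSeq and deposited these raw counts, without normalization, for 29516 Ensembl gene identifiers. Between 6513376 and 9196951 reads per library were counted on genes, with a median of 8700946 at 6 months, 7215142 at 12 months and 7057170 at 28 months. The paper's reported mean of mapped reads is 16.7 M per sample, and the deposited files record a mean of 16.8 M, of which from 47.5 to 60.0% fell on no annotated gene. The values given here use the reads counted on genes. A single identifier, ENSRNOG00000043866, took from 44.0 to 52.4% of the gene reads in each library, which left between 3431328 and 4891332 reads for all other genes. The count files of 6 months sample 2 and 12 months sample 3 are identical for every gene, so the 9 files hold 8 independent libraries. Other pairs of files differed by a chi-square per degree of freedom of 8.03 to 43.0 over the 10932 genes with a mean of at least 20 reads, against 0 for this pair. The library deposited under both ages was counted as 1 sample in the total and kept, as labelled, among the 3 libraries of each of these ages, and the main results are also given without it. FDR ranges over the alternatives cover those fixed with the design, which include leaving out each copy of this library in turn, and not the fits added later. Which age it belongs to cannot be told from the labels. Counts were normalized with edgeR's TMM method and are given as normalized counts (CPM). Each pair of ages was compared with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment, over the genes with at least 5 reads in at least 1 of the libraries compared. Log2FC above 0 means higher expression at the older age.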

RNA was obtained from the cerebral cortex of 6-month-, 12-month-, and 28-month-old rats. The SOLiD platform was used for whole transcriptome sequencing at a high coverage and reads were mapped to the reference rat genome (see “Materials and methods”). Reads per gene represent a quantitative digital measure of expression levels. 

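In the deposited counts, 16374 of the gene identifiers had at least 5 reads in at least 1 library, and between 14093 and 14837 identifiers reached 5 reads in each library. The number depends on the filter on low counts. At least 10 reads in every library gave 11245 identifiers, at least 1 read in any library gave 21661, and a minimum of 5 reads in total gave 18644. The count files carry no gene types, so protein-coding and non-coding genes were not counted separately here.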

If a gene failed to pass our selection threshold across all samples, it was defined as not expressed, leaving 16,152 protein-coding genes and 2,491 non-coding genes that were expressed in at least one cerebral cortex sample. In order to assess gene expression changes with age, pairwise comparisons of 6- vs. 12-month-olds, 6- vs. 28-month-olds, and 12- vs. 28-month-olds were tested for differential expression (DE) using a method that controls for false discovery rates (see “Materials and methods”). Changes in gene expression are stated as the log2-transformed fold change (log2FC) in expression with increasing age.

### Gene expression changes

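Between 6 and 12 months, 0 of 16113 genes had an FDR under 0.05 by the quasi-likelihood test, and 485 had an unadjusted p under 0.05. Between 6 and 28 months, 18 of 16172 genes were DE, 1 higher and 17 lower at 28 months. Between 12 and 28 months, 9 of 15992 genes were DE, 4 higher and 5 lower at 28 months. The edgeR exact test with tagwise dispersion, the kind of test the paper used, gave 82, 39 and 50 DE genes in the same comparisons. It was run in a later edgeR release and over the genes kept here. Between 6 and 12 months these were 16113, against the paper's 17051. Of the 50 genes that the exact test called between 12 and 28 months, 33 were higher and 17 lower at 28 months. DESeq2's Wald test gave 35 genes there, 23 higher and 12 lower. Without the library deposited under both ages, the quasi-likelihood test gave 191 DE genes of 15966 between 6 and 12 months, of which 50 were higher and 141 lower at 12 months, 33 between 6 and 28 months and 19 between 12 and 28 months. Single 28-month and 12-month libraries also moved these counts. Without 28 months sample 3, 0 genes were DE between 6 and 28 months, with 246 at an unadjusted p under 0.05, and 0 between 12 and 28 months, with 607. Without 12 months sample 2, 0 genes were DE between 12 and 28 months, with 515 at an unadjusted p under 0.05, and without 28 months sample 1 there were 0, with 695.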

Figure 1a summarises the DE genes for all age comparisons (FDR < 0.05). Table 1 lists all protein coding genes differentially expressed in all pairwise age comparisons. When comparing 6- to 12-month-old rats, the majority of DE genes were non-coding (see Fig. 1a and supplementary Table 2).

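The paper's supplementary tables pair 114 of the deposited identifiers with a name, among them 51 snoRNAs and 6 mitochondrial tRNAs, and list many other non-coding genes by family name only. Of the 82 genes that the exact test called between 6 and 12 months, 80 were lower at 12 months, 33 were named snoRNAs, 5 were mitochondrial tRNAs, 2 were protein-coding (Hrh3 and Cd74) and 40 had identifiers that these tables do not pair with a name. SCARNA11 (ENSRNOG00000045177) had 102 and 72.1 normalized counts in 6 months samples 1 and 3, 5.88 and 4.98 in 12 months samples 1 and 2, and 10.8 in the library deposited under both ages. Its log2FC was -3.09 (standard error 0.69, FDR 0.997 by the quasi-likelihood test), and its FDR was 6.64e-08 by the exact test, with a range of 6.64e-08 to 1.00 over the alternatives. With the shared library left out, the log2FC of SCARNA11 was -4.01 (FDR 0.000235 by the quasi-likelihood test). In that fit, 36 named snoRNAs, 5 mitochondrial tRNAs and 13 named protein-coding genes were DE, and 132 DE genes had no name.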

**Fig. 1:**
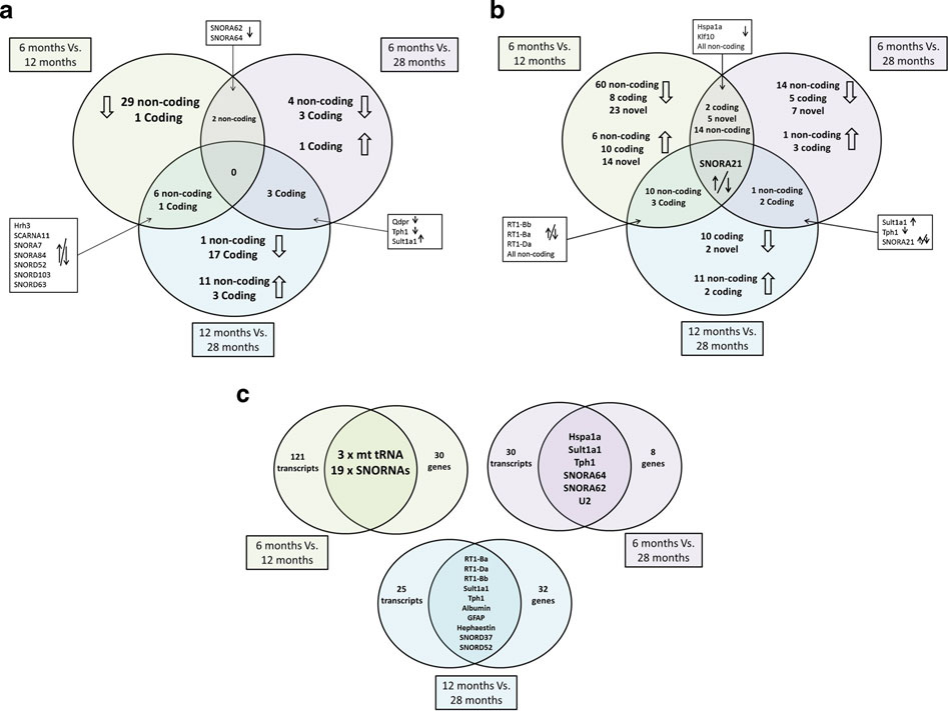
Venn diagrams for differentially expressed genes and transcripts (FDR <0.05). **a** Differentially expressed genes in 6- vs. 12-month-old, 6- vs. 28-month-old, and 12- vs. 28-month-old rats. *Arrows* indicate the direction of fold change with increasing age. Both *up* and *down arrows* indicate a quadratic change with age. Genes differentially expressed in more than one age group comparison are listed. **b** Differentially expressed transcripts in 6- vs. 12-month-old, 6- vs. 28-month-old, and 12- vs. 28-month-old rats. *Arrows* indicate the direction of fold change with increasing age. Both *up* and *down arrows* indicate a quadratic change with age. Protein coding transcripts differentially expressed in more than one age group comparison are listed. **c** The overlap between differentially expressed transcripts and genes at all ages, 6- vs. 12-month-old, 6- vs. 28-month-old, and 12-vs. 28-month-old rats

**Table 1:** Protein-coding genes significantly differentially expressed at 6- to 12-, 6- to 28-, and 12- to 28-month-old rats

Ensembl ID	Gene symbol	Gene name	Log2 fold change	FDR
6- vs. 12-month-old rats				
ENSRNOG00000008080	Hrh3	Histamine H3 receptor	−2.02	0.002
6- vs. 28-month-old rats				
ENSRNOG00000019342	Sult1a1	Sulfotransferase 1A1	1.74	3.16 × 10^−07^
ENSRNOG00000033526	Hspa1a	Heat shock 70 kDa protein 1A/1B	−2.11	0.021
ENSRNOG00000011672	Tph1	Tryptophan 5-hydroxylase 1	NE 28	0.022
ENSRNOG00000003253	Qdpr	Dihydropteridine reductase	−0.94	0.033
12- vs. 28-month-old rats				
ENSRNOG00000000451	RT1-Ba	Rano class II histocompatibility antigen, B alpha	−1.82	8.40 × 10^−11^
ENSRNOG00000033215	RT1-Db1	Rano class II histocompatibility antigen, D-1 beta	−2.14	8.40 × 10^−11^
ENSRNOG00000032844	RT1-Da	RT1 class II, locus Da	−1.86	5.78 × 10^−09^
ENSRNOG00000018735	Cd74	H-2 class II histocompatibility antigen gamma	−1.69	2.00 × 10^−07^
ENSRNOG00000019342	Sult1a1	Sulfotransferase 1A1	1.54	2.91 × 10^−07^
ENSRNOG00000002919	Gfap	Glial fibrillary acidic protein	−1.29	5.89 × 10^−07^
ENSRNOG00000032708	RT1-Bb	Rano class II histocompatibility antigen, B-1 beta	−1.83	2.44 × 10^−05^
ENSRNOG00000002911	Alb	Serum albumin	−2.19	8.80 × 10^−05^
ENSRNOG00000005542	Apob	Apolipoprotein B-100Apolipoprotein B-48	−2.60	3.06 × 10^−04^
ENSRNOG00000011672	Tph1	Tryptophan 5-hydroxylase 1	NE 28	4.36 × 10^−04^
ENSRNOG00000030729	E9PSV0_RAT	Complement component 4, gene 2	−1.78	0.004
ENSRNOG00000031230	LOC689064	Hemoglobin subunit beta-2	−1.14	0.004
ENSRNOG00000030625	Tf	Signal recognition particle receptor subunit beta	−0.92	0.005
ENSRNOG00000012294	Heph	Hephaestin	1.11	0.007
ENSRNOG00000003253	Qdpr	Dihydropteridine reductase	−0.85	0.010
ENSRNOG00000000853	Aif1	Allograft inflammatory factor 1	−1.37	0.015
ENSRNOG00000008080	Hrh3	Histamine H3 receptor	1.20	0.031
ENSRNOG00000007227	RGD1306682	Similar to RIKEN cDNA 1810046 J19 (RGD1306682), mRNA	−0.93	0.039
ENSRNOG00000000574	F1LTG5_RAT	Uncharacterized protein	−1.13	0.042
ENSRNOG00000009263	Ifi27	Interferon, alpha-inducible protein 27	−1.11	0.042

NE—not expressed (reads below 5 in all samples), *6* = 6-month-old, *12* = 12-month-old, and *28* = 28-month-old. FDR < 0.05 (fold change represents change with increasing age)

Between 6- and 28-month-old the protein-coding genes Qdpr, Tph1, Sult1a1, and Hspa1a were DE, with Qdpr, Tph1, and Sult1a1 showing a continuation of the trend at 12 vs. 28 months. 

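Sult1a1 (ENSRNOG00000019342) had 21.6 ± 1.87 normalized counts (SD, n = 3) at 28 months. It had 6.80 and 5.76 in 6 months samples 1 and 3, 7.61 and 8.03 in 12 months samples 1 and 2, and 6.88 in the library deposited under both ages. The log2FC was 1.74 between 6 and 28 months (standard error 0.18, FDR 0.00423 by the quasi-likelihood test) and 1.53 between 12 and 28 months (standard error 0.18, FDR 0.0101 by the same test). Qdpr (ENSRNOG00000003253) had 79.2 ± 9.58 normalized counts (SD, n = 3) at 28 months, below each of the 5 younger libraries, which lay between 128 and 162. Its log2FC was -0.93 between 6 and 28 months (standard error 0.16, FDR 0.0876 by the quasi-likelihood test) and -0.86 between 12 and 28 months (standard error 0.16, FDR 0.205). DESeq2's Wald test gave Qdpr an FDR of 0.000262 and 0.00169 in these comparisons, with ranges over the alternatives of 0.000262 to 1.00 and 0.00169 to 0.912. Hspa1a (ENSRNOG00000033526) had 1.89 ± 0.637 normalized counts (SD, n = 3) at 28 months, against 4.60 and 16.8 in 6 months samples 1 and 3 and 3.09 in the shared library. Its log2FC between 6 and 28 months was -2.10 (standard error 0.60, FDR 1.00 by the quasi-likelihood test, with a range of 0.00439 to 1.00 over the alternatives), and was -1.01 without 6 months sample 3. The lower bound of that range came from the exact test.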

SNORA62 and SNORA64 also show DE in two age comparisons suggesting that these genes are up-regulated at early age and then down-regulated with increasing age (see Fig. 1a and supplementary Table 2).

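SNORA62 and SNORA64 are given in supplementary Table 2 without identifiers, and the values here are those of the identifiers that supplementary Table 3 pairs with these names. SNORA62 (ENSRNOG00000035688) had 1833 normalized counts in 6 months sample 1 and 453 in sample 3, 74.9 and 81.3 in 12 months samples 1 and 2, and 181 ± 132 (SD, n = 3) at 28 months, and the library deposited under both ages had 1160 reads of it against 16721 and 3926 in 6 months samples 1 and 3. Its log2FC was -2.94 between 6 and 12 months (standard error 0.77, FDR 0.997 by the quasi-likelihood test) and -2.18 between 6 and 28 months (standard error 0.75, FDR 1.00). The exact test gave SNORA62 an FDR of 1.85e-06 and 0.00603, with ranges over the alternatives of 1.85e-06 to 1.00 and 0.00603 to 1.00. Without 6 months sample 1, the log2FC was -1.53 and -0.77, and without the shared library -3.88 (FDR 0.0120 by the quasi-likelihood test) and -2.66 (FDR 0.174). SNORA64 (ENSRNOG00000040534) had 304 and 157 normalized counts in 6 months samples 1 and 3, 141 in the shared library, 68.9 and 40.8 in 12 months samples 1 and 2, and 81.3 ± 18.3 (SD, n = 3) at 28 months. Between 6 and 28 months its log2FC was -1.30 (standard error 0.29, FDR 0.612 by the quasi-likelihood test and 0.00357 by the exact test, with a range of 0.00119 to 1.00 over the alternatives). Without the shared library it was -1.50 (FDR 0.0521 by the quasi-likelihood test), and between 6 and 12 months the log2FC was -1.26 with all libraries (standard error 0.44, FDR 0.997) and -2.08 without it (FDR 0.0206).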

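Of the 9 genes DE between 12 and 28 months by the quasi-likelihood test, 6 were protein-coding (Cd74, Gfap, RT1-Ba, RT1-Da, RT1-Db1 and Sult1a1), and 5 of these were lower at 28 months. The remaining 3 were higher at 28 months: the snoRNAs SNORD52 and SNORD37 and the identifier ENSRNOG00000035877, which the paper's tables do not pair with a name. By the exact test, 16 of 19 named protein-coding genes were lower at 28 months, and 12 of 12 named snoRNAs were higher. With DESeq2's Wald test, 11 of 13 named protein-coding genes were lower and 7 of 7 named snoRNAs were higher. The names come from the paper's lists of DE genes and transcripts in these same samples, so these directions are not independent evidence. A further 17 genes called by the exact test and 14 called by DESeq2's Wald test had no name. SNORD37 (ENSRNOG00000035271) had 336 ± 39.9 normalized counts (SD, n = 3) at 28 months against 170, 140 and 156 in 12 months samples 1, 2 and 3, a log2FC of 1.12 (standard error 0.17, FDR 0.0411 by the quasi-likelihood test).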

Between 12- and 28-month-olds, the majority of protein coding genes are down-regulated and non-coding are up-regulated. Functional enrichment analysis of DE protein-coding genes from 12- to 28- month-olds using DAVID (Huang et al. 2009) revealed that “Antigen processing and presentation via MHC class II” was significantly over-represented in the DE genes (Enrichment 3.87, FDR 6.5 × 10^−7^). This is due to a down-regulation of genes from the MHC class II family, e.g., RT1-Da, CD74, and other immune related genes; complement component 4-gene 2, Ifi27, Aif1. 

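RT1-Da (ENSRNOG00000032844) had 7.72 ± 2.13 normalized counts (SD, n = 3) at 28 months against 21.1, 38.6 and 25.1 in 12 months samples 1, 2 and 3, a log2FC of -1.86 (standard error 0.26, FDR 0.0330 by the quasi-likelihood test). Cd74 (ENSRNOG00000018735) had 9.06 ± 3.36 (SD, n = 3) at 28 months against 28.6, 36.1 and 23.5, a log2FC of -1.69 (standard error 0.26, FDR 0.0422). The log2FC was -1.82 for RT1-Ba, -2.14 for RT1-Db1 and -1.83 for RT1-Bb, with FDR values of 0.0101, 0.0101 and 0.178 by the same test. With each library left out in turn, the log2FC of RT1-Da stayed between -2.10 and -1.58 and that of Cd74 between -2.04 and -1.52, but neither was DE without 12 months sample 2, 28 months sample 1 or 28 months sample 3, nor RT1-Da without 28 months sample 2 or Cd74 without 12 months sample 1. A list of 12 MHC class II genes was fixed before the data were examined, and 5 of them (RT1-Ba, RT1-Bb, RT1-Da, RT1-Db1 and Cd74) have an identifier in the paper's tables. Since these tables were chosen on the same samples, the list is not independent evidence. As a set these 5 genes were lower at 28 than at 12 months, with a median log2FC of -1.83 (camera with a preset inter-gene correlation of 0.01, p = 3.30e-46). This call held with the estimated correlation (p = 0.00225) and with fry (p = 0.00409). Adjusted over the list alone, 5 of the 5 genes had an FDR under 0.05, and 4 did over all genes tested. Aif1 (ENSRNOG00000000853) and Ifi27 (ENSRNOG00000009263) had a log2FC of -1.37 (standard error 0.30) and -1.11 (standard error 0.25), both with an FDR of 0.363 by the quasi-likelihood test. The exact test gave them an FDR of 0.0200 and 0.0392, with ranges over the alternatives of 0.0200 to 1.00 and 0.0392 to 1.00.

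**Figure D1:**
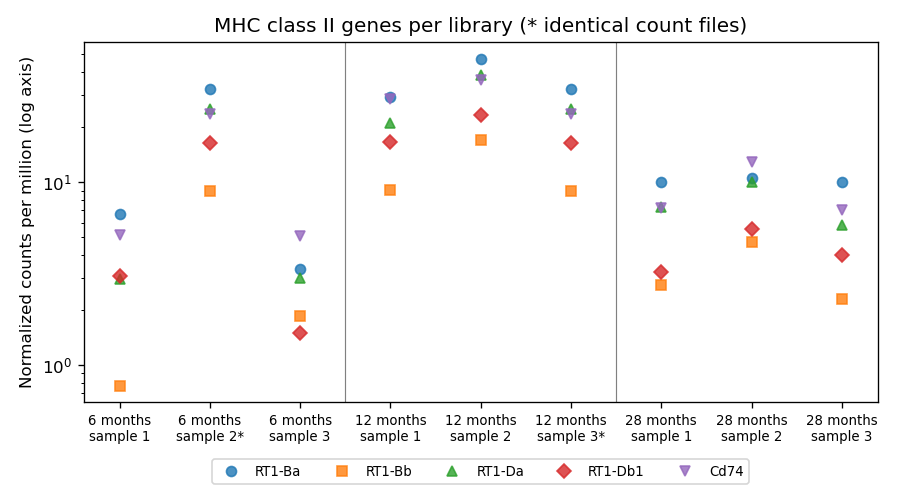
Normalized counts (CPM) of 5 MHC class II genes in each library, on a log axis, with 1 marker per gene and an asterisk at the samples whose count files are identical. RT1-Ba lies at 32.5 in both of these, against 6.69 and 3.34 in the other 6-month libraries and 29.3 and 47.3 in the other 12-month libraries.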

As in the 6 to 12 month comparison, Hrh3 and six snoRNAs are significantly DE. Their expression profile, however, is inverted, suggesting a quadratic change in expression over the three ages (see Fig. 1a, Table 1 and supplementary Table 2).

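Hrh3 (ENSRNOG00000008080) had 38.9 and 18.4 normalized counts in 6 months samples 1 and 3, 5.60 and 5.40 in 12 months samples 1 and 2, 4.78 in the library deposited under both ages, and 12.0 ± 4.93 (SD, n = 3) at 28 months. Its log2FC was -1.99 between 6 and 12 months (standard error 0.60, FDR 0.997 by the quasi-likelihood test) and 1.19 between 12 and 28 months (standard error 0.29, FDR 0.531). By the exact test the FDR of Hrh3 was 0.000932 and 0.0363, with ranges over the alternatives of 0.000932 to 1.00 and 0.0363 to 1.00. Without the shared library, the log2FC of Hrh3 was -2.39 (FDR 0.0138 by the quasi-likelihood test) and 1.13 (FDR 0.321). Without 6 months sample 1 its log2FC between 6 and 12 months was -1.16. Without 28 months sample 2 that between 12 and 28 months was 0.83. Among the snoRNAs, SNORD52 (ENSRNOG00000035751) had 270 and 185 normalized counts in 6 months samples 1 and 3, 38.9 and 56.3 in 12 months samples 1 and 2, 68.4 in the shared library and 180 ± 55.2 (SD, n = 3) at 28 months. Its log2FC was -1.68 between 6 and 12 months (standard error 0.43, FDR 0.997) and 1.73 between 12 and 28 months (standard error 0.26, FDR 0.0411 by the quasi-likelihood test), and without the shared library -2.26 (FDR 0.00226) and 1.93 (FDR 0.0148). Genes DE in both comparisons with opposite signs numbered 0 by the quasi-likelihood test with the 9 libraries. The exact test gave 29 such genes, 28 with the lowest expression at 12 months, of which 11 were named snoRNAs. Without the shared library, the quasi-likelihood test gave 14, of which 8 had the lowest and 6 the highest expression at 12 months, and these 6 were RT1-Ba, RT1-Bb, RT1-Da, RT1-Db1, Cd74 and Gfap. Both comparisons use the 12-month libraries, and 10 simulations of unchanged groups compared in the same way gave at most 1 such gene with the exact test and 9 libraries, and at most 1 with the quasi-likelihood test without the shared library. These simulations drew each gene independently and lack variation that many genes of a library share. From the inverted profile of Hrh3 and the snoRNAs, the paper proposes a quadratic change in expression over the ages.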

### qPCR confirmation of observed expression

Eight genes, with a range of significance values, were selected for confirmation by qPCR: CD74, GFAP, Hsp1a1, RT1-Db1, Sult1a1, Tph1, RT1-Bb, RT1-Da (primer and probe information is in supplementary Table 1). Figure 2 shows the log2FC from qPCR and RNA-seq. Seven genes confirm the expression profile observed in the RNA-seq experiment (Tph1 on Fig. 3). One gene, RT1-Bb, confirmed the observed expression profile when comparing 6- to 12-month-old animals but not in the 6- to 28-month-old comparison; however, the log2FC is nominal (RNA-seq, −0.25, qPCR, 0.09).

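In the deposited counts, RT1-Bb (ENSRNOG00000032708) had 0.767 and 1.84 normalized counts in 6 months samples 1 and 3, 8.99 in the library deposited under both ages, and 3.25 ± 1.30 (SD, n = 3) at 28 months. Its log2FC between 6 and 28 months was -0.19 (standard error 0.69, FDR 1.00 by the quasi-likelihood test), and 1.32 (standard error 0.49, FDR 0.673) without the shared library, with an FDR range of 0.673 to 1.00 over the alternatives. RT1-Ba, RT1-Da, RT1-Db1 and Cd74 turned from lower to higher at 28 months in the same way, from -0.44, -0.39, -0.68 and -0.28 with all 6 libraries to 1.02, 1.37, 0.88 and 0.82 without it. For RT1-Da, RT1-Db1 and Cd74, the paper reports that qPCR gave the profile of its RNA-seq, which used all libraries. The values without the shared library rest on 6 months samples 1 and 3 alone and do not settle the direction. Gfap (ENSRNOG00000002919) had 72.9 and 89.7 normalized counts in 6 months samples 1 and 3, 156 and 146 in 12 months samples 1 and 2, 152 in the shared library and 61.2 ± 14.1 (SD, n = 3) at 28 months. Its log2FC was 0.53 between 6 and 12 months (standard error 0.25, FDR 0.997) and -0.77 between 6 and 28 months (standard error 0.27, FDR 1.00), and without the shared library it was 0.88 (FDR 0.0329) and -0.41 (FDR 0.799).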

**Fig. 2:**
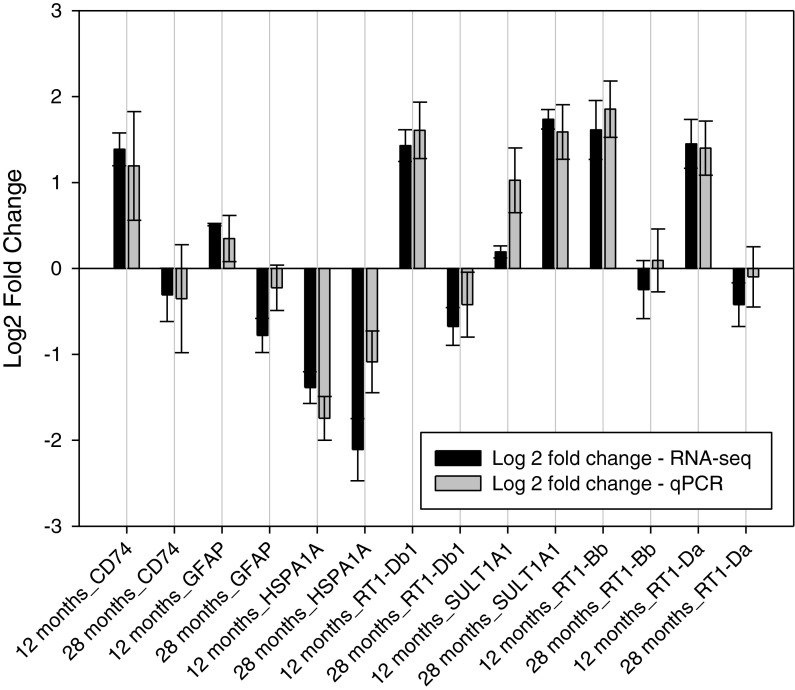
qPCR confirmation of observed expression. The expression levels (log2 fold change) of seven genes relative to 6-month-old rats are displayed for RNA-seq and qPCR in 12- and 28-month-old groups. The *error bars* are the standard error calculated for log2 fold change as follows: (std error/mean)*log2e. For qPCR, the relative quantification values (calculated from 6-month-old—sample 1) were used to calculate standard error. For RNA-seq, raw reads converted into relative values (calculated from 6-month-old—sample 1) were used to calculate standard error

**Fig. 3:**
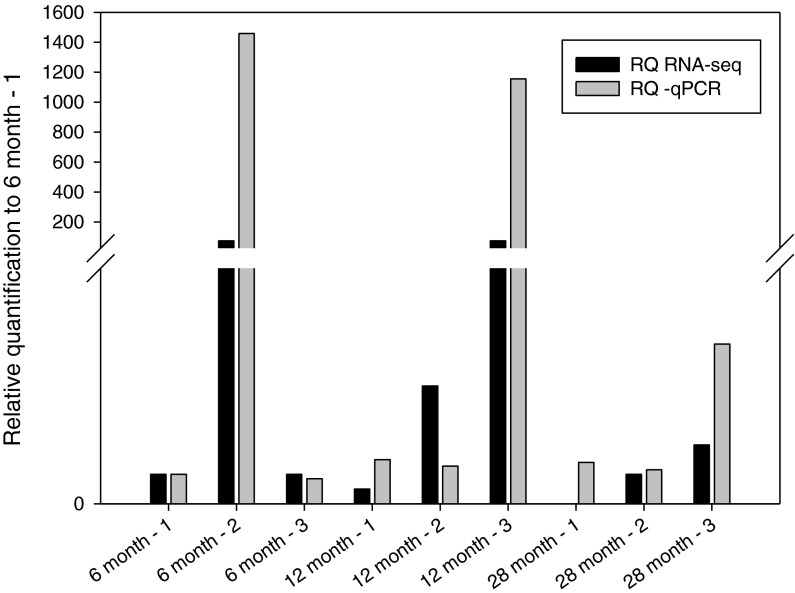
Tph1 expression relative to 6-month sample 1 using qPCR and RNA-seq. This graph shows the relative quantification values (calculated from 6-month-old—sample 1) for each sample for qPCR and RNA-seq (raw reads were used)

Tph1 showed the same pattern of expression at 12- vs. 28-month-olds using qPCR and RNA-seq (qPCR −2.38 and RNA-seq −4.62, data not shown). It was noted, however, that the standard error was high, therefore, in order to confirm the RNA-seq results, the relative expression of each sample were compared. Figure 3 shows that qPCR and RNA-seq strongly agree for each individual sample confirming the observed expression in the RNA-seq experiment, despite the high standard error when the fold change for each age group is calculated. 

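Tph1 (ENSRNOG00000011672) had 147 reads in 6 months sample 2 and the same 147 in 12 months sample 3, whose count files are identical and were counted as 1 library. In the other 7 libraries it had between 0 and 8 reads. The shared library therefore held 97.4% of the Tph1 reads of the 6-month libraries and 94.2% of those of the 12-month libraries. The mean normalized counts did not differ between 6 and 28 months (exact two-sided permutation test, p = 0.7), between 12 and 28 months (p = 0.3) or between 6 and 12 months (p = 1), where 3 libraries against 3 allow no exact permutation p below 0.1. Between 12 and 28 months the log2FC was -4.63 (standard error 1.43, FDR 0.847 by the quasi-likelihood test, with a range of 0.000296 to 1.00 over the alternatives). The lower bound came from the exact test. Without the shared library the log2FC was -1.11 (standard error 1.12), and 12 months samples 1 and 2 had 1 and 8 reads.

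**Figure D2:**
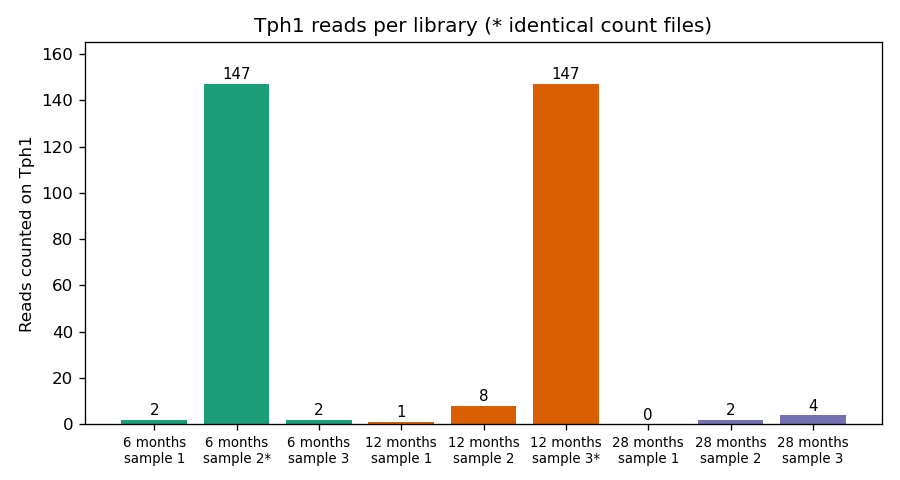
Reads counted on Tph1 in each of the 9 count files, as bars coloured by age, with an asterisk at the samples whose count files are identical. The identical files hold 147 reads each and the other libraries at most 8.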

Figure 3 also shows that “6 months sample 2” and “12 months sample 3” are likely to be skewing the DE result, giving the observed significant DE between 6-/12- month-olds and 28-month-old rats. This is despite using tag-wise dispersion to minimise the effect of individual differences (see “Materials and methods”).

### Transcript expression changes with age

When quantifying gene expression, multiple transcripts from a given gene are grouped together to produce an average expression value for the gene. Large changes in an individual transcript may not be reflected in the average gene expression value. The expression of individual transcripts is biologically relevant information, as different transcripts from the same gene can produce different proteins. It is important, therefore, to assess DE for each individual transcript; RNA-seq makes this possible. Using the Tophat software, the reads are assembled into transcripts, rather than genes, as in the Bowtie program. This allows quantification at the individual transcript level and prediction of novel transcripts.

Applying the same DE methods as the gene analysis, Fig. 1b summarises DE expressed transcripts for all age comparisons. Table 2 and supplementary Table 3 list the protein-coding and non-coding transcripts DE, respectively. More transcripts were DE compared to genes, except in the 12- vs. 28-month comparison (Fig. 1c). Multiple novel transcripts were identified as DE (Fig. 1b), for classification and genomic location of these transcripts, see supplementary Table 4.

**Table 2:** Protein-coding transcripts significantly differentially expressed at 6- to 12-, 6- to 28-, and 12- to 28-month-old rats

Ensembl ID	Gene symbol	Gene name	Log2 fold change	FDR
6- vs. 12-month-old rats				
ENSRNOT00000048332	RT1-Da	Rano class II, locus Da	2.60	1.29 × 10^−11^
ENSRNOT00000000523	RT1-Ba	Rano class II histocompatibility antigen, B alpha	2.39	1.67 × 10^−11^
ENSRNOT00000000525	RT1-Bb	Rano class II histocompatibility antigen, B-1 beta	3.03	1.37 × 10^−10^
ENSRNOT00000049667	Hspa1a	Heat shock 70 kDa protein 1A/1B	−2.42	3.69 × 10^−05^
ENSRNOT00000027346	Cdh1	Cadherin-1E	2.63	2.46 × 10^−04^
ENSRNOT00000067419	Klf10	Krueppel-like factor 10	NE 12	0.002
ENSRNOT00000004174	Gc	Vitamin D-binding protein	NE 6	0.004
ENSRNOT00000058641	Egr3	Early growth response protein 3	−1.39	0.012
ENSRNOT00000051137	F1LXJ8	Uncharacterized protein	Ne12	0.013
ENSRNOT00000037445	D3ZVJ6_RAT	Uncharacterized protein	1.04	0.013
ENSRNOT00000049259	Satb2	DNA-binding protein SATB2	−1.20	0.014
ENSRNOT00000004703	Nptxr	Neuronal pentraxin receptor	−0.98	0.015
ENSRNOT00000022226	LOC100364907	Family with sequence similarity 18, member B2	1.75	0.026
ENSRNOT00000035085	Usp40	Ubiquitin carboxyl-terminal hydrolase 40	NE 6	0.028
ENSRNOT00000021181	D4A357_RAT	Uncharacterized protein	1.28	0.032
ENSRNOT00000022202	Sema3b	Semaphorin-3B	NE 6	0.034
ENSRNOT00000050716	Lrrc10b	Leucine-rich repeat-containing protein 10B	−1.86	0.035
ENSRNOT00000003013	Ptplb	Uncharacterized protein	−1.60	0.041
ENSRNOT00000054997	D3ZWX7_RAT	Uncharacterized protein	−1.01	0.042
6- vs. 28-month-old rats				
ENSRNOT00000049667	Hspa1a	Heat shock 70 kDa protein 1A/1B	−3.21	6.82 × 10^−08^
ENSRNOT00000026186	Sult1a1	Sulfotransferase 1A1	1.74	1.1 × 10^−06^
ENSRNOT00000056109	Tph1	Tryptophan 5-hydroxylase 1	NE 28	5.2 × 10^−06^
ENSRNOT00000026121	Hmgcs2	Hydroxymethylglutaryl-CoA synthase, mitochondrial	1.64	0.003
ENSRNOT00000005157	Tph2	Tryptophan 5-hydroxylase 2	NE 28	0.006
ENSRNOT00000067419	Klf10	Krueppel-like factor 10	NE 28	0.015
ENSRNOT00000067442	Arc	Activity-regulated cytoskeleton-associated protein	−1.01	0.042
ENSRNOT00000056120	RGD1359529	UPF0471 protein C1orf63 homolog	1.00	0.042
12- vs. 28-month-old rats				
ENSRNOT00000000523	RT1-Ba	Rano class II histocompatibility antigen, B alpha	−1.79	1.49 × 10^−06^
ENSRNOT00000048332	RT1-Da	Rano class II, locus Da	−1.87	1.49 × 10^−06^
ENSRNOT00000056109	Tph1	Tryptophan 5-hydroxylase 1	NE 28	2.02 × 10^−05^
ENSRNOT00000026186	Sult1a1	Sulfotransferase 1A1	1.48	1.74 × 10^−04^
ENSRNOT00000003921	Alb	Serum albumin	−2.62	4.08 × 10^−04^
ENSRNOT00000000525	RT1-Bb	Rano class II histocompatibility antigen, B-1 beta	−1.73	0.002
ENSRNOT00000034401	Gfap	Glial fibrillary acidic protein	−1.12	0.006
ENSRNOT00000047434	Fcgr3a	Fc fragment of IgG, low affinity IIIa, receptor	NE 28	0.024
ENSRNOT00000007164	Pmm1	Phosphomannomutase 1	−2.29	0.024
ENSRNOT00000015944	Trh	ProthyroliberinThyroliberin	NE 28	0.024
ENSRNOT00000050675	Lrp2	Low-density lipoprotein receptor-related protein 2	NE 28	0.040
ENSRNOT00000017312	Heph	Hephaestin	1.13	0.040

*NE*—not expressed (reads below 5 in all samples), *6* = 6-month-old, *12* = 12-month-old, and *28* = 28-month-old. FDR < 0.05 (fold change represents change with increasing age)

Figure 1c shows the overlap of transcripts and genes identified by both analyses. The 6-vs. 12-month comparison reflects the high number of non-coding genes found by the gene expression analysis. More protein-coding transcripts were DE than protein coding genes (Fig. 1b,c, Table 2). Using DAVID functional enrichment analysis on the DE protein-coding transcripts, “Antigen processing and presentation via MHC class II” (Enrichment 2.7, FDR 6.2 × 10^−4^) is significant. Cdh1, the transcription factor early growth response protein 3 and Sema3b are all DE in the 6- to 12-month-old comparison; these transcripts are all involved in development/maturation (Table 2).

Comparing 6- to 28-month-olds, protein-coding transcripts significantly DE are not in a related functional group (as assessed by DAVID); however, both Tph1 and Tph2 were DE; these are involved in serotonin biosynthesis and both were down-regulated. Hspa1a, Sult1a1, and three non-coding RNAs were also DE reflecting the gene expression results (Fig. 1c).

Between 12- and 28-month-olds, all non-coding transcripts were up-regulated and the majority of protein-coding transcripts were down-regulated (10 down and 2 up). The protein-coding transcripts showed enrichment for “Antigen processing and presentation via MHC class II” (Enrichment 2.95, FDR 1.3 × 10^−3^), as in the gene expression analysis (Fig. 1c).

The apparent discrepancy between the number of genes and transcripts identified as DE in most cases is due to genes with multiple transcripts, i.e., a large change in an individual transcript that is not reflected in the average gene expression value. However, some single transcript genes were DE in the transcript analysis only. This could be due to the transcript assembly methods used by Tophat compared to Bowtie. 

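At gene level, 19 protein-coding identifiers that the paper's transcript tables list for 6 against 12 months, and its gene table does not, were tested in the deposited counts. The same holds for 5 identifiers between 6 and 28 months and 4 between 12 and 28 months. The quasi-likelihood test called 0 of these, and so did the exact test, whose smallest FDR was 0.0864, 0.826 and 0.0508 in the 3 comparisons. Their gene-level log2FC between 6 and 12 months lay between -2.25 and 1.65. Without the library deposited under both ages, the quasi-likelihood test called 4 of the 19 between 6 and 12 months (RT1-Ba, RT1-Bb, RT1-Da and Cdh1) and 0 in the other comparisons. The transcript counts themselves were not analysed here.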

Tophat filters the more unreliable reads compared to Bowtie, therefore, these transcripts may be significant in the transcript expression analysis but not in the gene expression analysis (our raw reads and *p* values reflect this). All results are given in the supplements and on our website (http://genomics.senescence.info/gene_expression/RNA_seq_rat_brain.php); raw data is available in GEO (GSE34272) if others wish to redo the analysis.

### Novel RNA transcripts

Across the three pairwise comparisons, 37 novel RNA transcripts were identified as DE; these were either unknown intergenic transcripts, within introns or had multiple classifications (supplementary Tables 3 and 4). To better understand why these unknown transcripts were DE, a combination of RFAM (Gardner et al. 2011), miRbase (Kozomara and Griffiths-Jones 2011), RNAFold (Hofacker 2003), and NCBI's conserved protein domain database (Marchler-Bauer et al. 2011) were used to identify the non-coding RNA type (see “Materials and methods”). Supplementary Table 4 lists the non-coding RNA type assigned and genomic position, in brief, a novel tRNA-sec, 2 splicesomal RNAs, 10 microRNAs, 2 snoRNAs, and 14 novel putative lncRNAs were identified. Seven transcripts could not be classified by our methods either because they were smaller than the read length (possible adapter sequencing), did not show any conservation or had an unusual secondary structure.

The novel lncRNAs were tested for co-localisation with DE expressed protein-coding transcripts (Ponjavic et al. 2009). No evidence of co-localisation was found, therefore a *cis* regulatory role is unlikely. This does not, however, preclude the possibility that these novel lncRNAs are acting in *trans* or over long physical distances.

### Differential promoter, coding sequence, and splice variant usage with age

For each primary transcript, it is possible to estimate the amount of overloading amongst its isoforms, i.e., differential usage of splice variants with age. Transcripts differentially spliced across the age comparisons are listed in supplementary Table 5. There is some overlap across differentially spliced transcripts between the age comparisons, which suggest that there may be isoform switching with age as in differentiation and development (Trapnell et al. 2010; Kalsotra and Cooper 2011). Figure 4 shows examples of isoform switching.

**Fig. 4:**
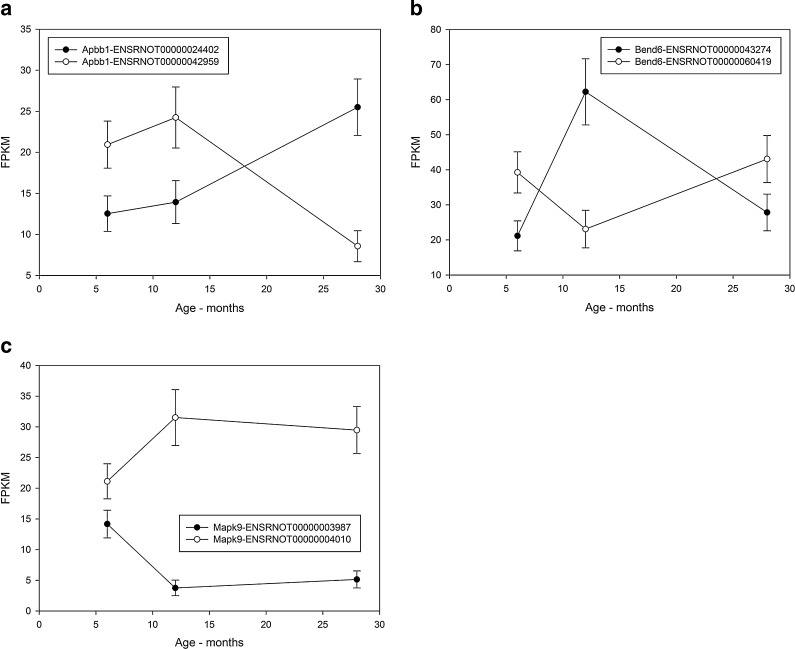
Examples of isoform switching (differential splice variant usage) at different ages. The relative abundance is given as the FPKM and the age axis is in months. *Error bars* represent the standard deviation. **a** Apbb1—Statistically significant differential splice variant usage between 6- vs. 28-month-olds and 12- vs. 28-month-olds. **b** Bend6—statistically significant differential splice variant usage between 6- vs. 12-month-olds and 12- vs. 28-month-olds. **c** Mapk9—statistically significant differential splice variant usage between 6- vs. 12-month-olds and 6- vs. 28-month-olds

A gene can produce multiple proteins, therefore any differences in coding sequence (CDS) output with age was tested (see supplementary Table 6). A DAVID analysis revealed no significant functional clusters; however, multiple genes related to actin, cytoskeleton, and microtubule regulation/binding were present, suggesting differences in mitochondrial and other organelle transport within neurons (Sheng and Cai 2012).

Changes in promoter use, and therefore differences in the primary transcript produced with age, can be predicted by grouping splice variants by a transcription start site ID. Eleven genes show differential promoter use across the three age comparisons, seven of which show differential CDS output (see supplementary Table 6). Glutamate receptor 2 (Gria2) is the only gene with promoter use changes that shows differential splicing (Supplementary Tables 5 and 6). A DAVID analysis shows that the majority of genes with differential promoter use are “membrane bound vesicles” (using 11 genes from all age comparisons; enrichment 4.04, FDR 3.7 × 10^−3^).

## Discussion

Relative to most disease gene expression studies, few genes differentially expressed with age have been found for most organs, including the brain, when using microarrays (de Magalhães et al. 2009; Zahn et al. 2007). In spite of the greater sensitivity of RNA-seq, again relatively few genes differentially expressed with age were found in our study. Reflecting previous gene expression studies (Njemini et al. 2011; Odera et al. 2007), a heat shock protein, and a low-density lipoprotein receptor-related protein-2 were down-regulated with age (Table 1).

Development/maturation-related transcripts were identified as DE in the comparisons between 6- and 12-month-old rats. 

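A contrast of the 12-month libraries with the mean of the 6-month and 28-month libraries, fitted over all 9 libraries with edgeR's quasi-likelihood test, gave 0 of 16374 genes with an FDR under 0.05, and 740 with an unadjusted p under 0.05. DESeq2's Wald test of this contrast gave 17 genes, 16 of them lower at 12 months than that mean and 6 of them named snoRNAs. With both copies of the library deposited under 2 ages left out, the contrast gave 108 genes, 25 higher and 83 lower at 12 months, among them 24 named snoRNAs and 12 named protein-coding genes. Across genes, the log2FC from 6 to 12 months and from 12 to 28 months had a Pearson r of -0.59, where genes are not independent replicates and both values contain the 12-month libraries. Simulated unchanged groups, in which each gene was drawn independently, gave an r between -0.47 and -0.42.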

Comparing all three ages shows that some genes are expressed in a quadratic profile (inverted U- or U-shaped curve) with increasing age, e.g., Hrh3, RT1-Da, RT1-Ba, RT1-Bb, and multiple snoRNAs. A complex, non-linear pattern of maturation/age-related change has been previously observed in the human and macaque brain (Somel et al. 2010). Measures of brain aging (cognitive, sensory, motor) have also shown quadratic-like profiles, peaking at adulthood and declining with an accelerating trajectory thereafter (Fjell et al. 2010). There is also a debate of when that peak occurs and brain aging begins (20–39 years in humans) (Fjell et al. 2010). The quadratic profile observed in some genes, together with the transcript evidence at 6- vs. 12-month-olds, suggests that aging-related changes will be observed when comparing 12- to 28-month-olds and to a lesser extent 6- to 28-month-olds. These observations justify the use of pair-wise analysis instead of linear regression over all age groups.

Changes in immune system-related genes involved in antigen presentation, the complement system, and regulation of cytokines were observed in the 6- to 12-month-olds and 12- to 28-month-olds comparisons, in a quadratic-like profile. 

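Between 6 and 12 months, the log2FC of RT1-Ba, RT1-Bb, RT1-Da, RT1-Db1 and Cd74 was 1.38, 1.65, 1.48, 1.46 and 1.41, each with an FDR of 0.997 by the quasi-likelihood test. The exact test gave Cd74 alone an FDR under 0.05 (0.0379, with a range of 0.00219 to 1.00 over the alternatives). As a set the 5 genes were higher at 12 months, with a median log2FC of 1.46 (camera with the preset correlation, p = 2.73e-10), and of the 10 splits of the 6 libraries into groups of 3, 2 gave a p as small, the second by exchanging the identical files. The call held with the estimated correlation (p = 0.0424) but not with fry (p = 0.0912), and adjusted over the list alone 0 of the 5 genes had an FDR under 0.05, with 2 at an unadjusted p under 0.05. The library deposited under both ages decides these values. Without it the log2FC was 2.91 for RT1-Ba (standard error 0.33, FDR 0.00323), 3.31 for RT1-Bb (standard error 0.44, FDR 0.00826), 3.31 for RT1-Da (standard error 0.32, FDR 0.00166), 3.10 for RT1-Db1 (standard error 0.33, FDR 0.00215) and 2.65 for Cd74 (standard error 0.21, FDR 0.000601).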

Twelve-month-old rats show an increase in the expression of MHC II genes from 6 months; this could indicate the final programming of the brain's immune system, consistent with the idea that brain maturation takes longer than other systems (greater than 20 years old in humans) (Toga et al. 2006). By 12 months, the rat the thymus has regressed, possibly resulting in the subsequent decline in immune-related genes observed between 12- to 28-month-olds. Our data shows decreases in genes belonging to the MHC II family (12- to 28-month-olds), suggesting decreased inflammation in aged cerebral cortex. This contradicts previous observations that normal aging exhibits immune activation and increased inflammation (de Magalhães et al. 2009; Zahn et al. 2007). It has been suggested, however, that detection of MHC II antigens in microglial cells (the brain antigen presenting cells) does not equal evidence of inflammation and that microglia may be neuroprotective (Graeber and Streit 2010). Further to this, it has been noted that a progressive decline of immune function occurs in other tissues with aging with naive T cells from aged animals showing decreased antigen responsiveness (Linton et al. 1996; Bruunsgaard et al. 2000). Aging may reduce the ability to respond effectively to immune challenges rather than causing inflammation in the cerebral cortex. Neurodegeneration, however, is characterised by chronic inflammation (Glass et al. 2010). An absence of serious inflammatory conditions and low levels of serum heat shock protein have been associated with successful biological aging (Njemini et al. 2011). This is demonstrated in the expression profiles observed in this study that employed disease-free, health-defined animals.

Changes in neurotransmitter levels and receptors have been noted in the aging cerebral cortex (Wong 2002). Our study identified changes in histamine receptor 3, serotonin biosynthesis enzymes Tph1, Qdpr (Table 1 and supplementary Table 1) and Tph2 (Table 2 and supplementary Table 3); however, the variability between samples for Tph1 does bring the result into question (Fig. 3). 

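Tph2 (ENSRNOG00000003880) had 36 and 31 reads in 6 months samples 1 and 3, 16 in the library deposited under both ages, 3 and 33 in 12 months samples 1 and 2, and 8, 15 and 7 in the 28-month libraries. At gene level its log2FC between 6 and 28 months was -1.24 (standard error 0.40, FDR 1.00 by the quasi-likelihood test, with a range of 0.434 to 1.00 over the alternatives). The normalized counts of the 6-month and 28-month libraries did not overlap, which chance gives for 10% of genes not chosen for a difference.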

A decline in serotonin function with aging is consistent with observations of age-related changes in behaviours, such as sleep, that are linked to serotonergic function (Meltzer et al. 1998). Similarly, lipid and cholesterol metabolism/transport genes ApoB and Lrp2 were decreased in the 12- vs. 28-month-olds comparison. Both function in the recognition, transport, and clearance of LDL particles. 

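Apob (ENSRNOG00000005542) had 15, 42 and 26 reads in 12 months samples 1, 2 and 3, and 9, 5 and 0 in the 28-month libraries, a log2FC of -2.58 (standard error 0.62, FDR 0.513 by the quasi-likelihood test). The exact test gave Apob an FDR of 0.000659, with a range of 0.000659 to 1.00 over the alternatives. Lrp2 (ENSRNOG00000030487) had 7, 15 and 32 reads in 12 months samples 1, 2 and 3, and 3, 1 and 7 in the 28-month libraries. Its log2FC was -2.27 (standard error 0.69, FDR 0.831 by the quasi-likelihood test, with a range of 0.0640 to 1.00 over the alternatives). With 12 months sample 3, the library deposited under both ages, left out, the log2FC of Apob was -2.61 and that of Lrp2 was -1.56.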

Decreases in these genes suggest a dysfunction in lipid clearance with age, perhaps leading to protein aggregate formation (Lindner and Demarez 2009). 

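With each library left out in turn, the log2FC of Sult1a1 stayed between 1.66 and 1.81 from 6 to 28 months and between 1.47 and 1.59 from 12 to 28 months. Its FDR by the quasi-likelihood test rose above 0.05 without 28 months sample 3 in both comparisons, and without 12 months sample 2 or 28 months sample 1 in the second. Over all alternatives the FDR lay between 2.76e-08 and 0.0989 in the first comparison and between 1.21e-06 and 0.0964 in the second. From 6 to 12 months the log2FC of Sult1a1 was 0.21 (standard error 0.19, FDR 0.997).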

Sult1a1 was one of the few protein-coding genes to increase in expression with age (6- to 28-, 12- to 28-month-olds). An increase of Sult1a1 has been observed in mouse hippocampus and has been associated with age-related memory deficit (Verbitsky et al. 2004).

RNA-seq allows the widespread splicing changes and alterations in the levels of various types of RNA genes to be surveyed, illustrating the usefulness of RNA-seq for studies of aging. The strong agreement of the qPCR results with the RNA-seq data demonstrates the reliability of RNA-seq, giving confidence in the observed results. Differential splicing patterns were observed with age, indicating that isoform switching, as observed for cell differentiation (Trapnell et al. 2010) is occurring during maturation (6- vs 12-month-olds) and aging (6-/12- vs 28-month-olds). The primary transcripts showing differential splice variant use are involved in a range of functions, such as translation, endocytosis, lysosome biogenesis, and kinase activity. Figure 4 shows specific examples of isoform switching in Apbb1 and MAPK9. These are involved in DNA damage response/induction of apoptosis and stress activated immune response, respectively.

Further to the changes observed in splice variant usage, promoter and CDS usage also show considerable alterations with age. The differential CDS analysis showed genes involved in mitochondrial and other organelle transport within neurons. Activity-regulated cytoskeleton associated protein (Arc) is also down-regulated between 6- and 28-month-olds (Table 2). 

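At gene level, Arc (ENSRNOG00000043465) had 540 and 516 reads in 6 months samples 1 and 3, 114 in the library deposited under both ages, 433 and 260 in 12 months samples 1 and 2, and 32.3 ± 9.79 normalized counts (SD, n = 3) at 28 months, against 59.2 and 59.5 in 6 months samples 1 and 3. Its log2FC between 6 and 28 months was -0.48 (standard error 0.41, FDR 1.00 by the quasi-likelihood test). Without the shared library it was -0.88 (standard error 0.22, FDR 0.315), and the FDR range over the alternatives was 0.315 to 1.00.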

Changes in mitochondrial transport would have implications for synapse density, plasticity, and transmission; furthermore, defects in mitochondrial transport have been linked to neurodegeneration (Sheng and Cai 2012). Expression of mature microRNA was beyond the scope of this study, but DE stem loop sequences were identified as were 14 novel lncRNAs (supplementary Tables 3 and 4), indicating that there is a role for non-coding RNAs in cerebral cortex maturation and aging, as previously described (Qureshi and Mehler 2011).

Although the overall results show limited changes in protein-coding genes, our study revealed that differential expression of non-coding genes and individual transcripts were prevalent: 1.3 % of all non-coding genes expressed were DE compared to 0.13 % of protein-coding genes, though non-coding genes were more DE between 6- and 12-month-old rats. This highlights the importance of expanding transcriptional analyses of aging to other levels of genomic information beyond protein-coding genes. Multiple snoRNAs, a type of non-coding RNA, were found to be DE in this study. snoRNAs generally guide the modification of ribosomal RNA, though a previous study has shown that snoRNAs can regulate alternate splicing of the serotonin receptor 2C mRNA (Kishore and Stamm 2006). 

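The 51 snoRNA identifiers named in the paper's tables took 1.27, 0.458 and 1.05% of the gene reads in 6 months samples 1, 2 and 3, 0.293 and 0.280% in 12 months samples 1 and 2, and 0.750, 0.550 and 0.528% in the 28-month libraries, where 6 months sample 2 is the library that is also 12 months sample 3. Between 6 and 12 months, 51 of 51 were lower at 12 months, with a median log2FC of -1.35 (camera with the preset correlation, p = 1.03e-75). With the same correlation, 45 of 51 were lower at 28 than at 6 months, with a median of -0.71 (p = 7.23e-19), and 49 of 51 were higher at 28 than at 12 months, with a median of 0.77 (p = 8.40e-42). In exact permutations of the 6 libraries into 10 splits, 2, 3 and 1 splits gave a p as small in these comparisons. With 12 months samples 1 and 2 and 28 months sample 3 set against the others, the camera p was still 1.00e-29. Small camera p-values with the preset correlation therefore do not separate age from other differences between libraries. With the estimated correlation the calls of 6 against 12 and 12 against 28 months held (p = 0.0203 and 0.0263) and that of 6 against 28 months did not (p = 0.144), and with fry none of the 3 held (p = 0.0725, 0.315 and 0.0688). Adjusted over the list alone, 47, 2 and 24 of the 51 had an FDR under 0.05 in these comparisons, against 0, 0 and 2 over all genes tested, and 47, 20 and 25 had an unadjusted p under 0.05. Without the library deposited under both ages, the median log2FC was -2.04, -1.07 and 1.01, and 50, 33 and 40 of the 51 had an FDR under 0.05 over the list alone, against 36, 6 and 4 over all genes. The paper chose these identifiers on the same samples, so the list is not independent evidence. The 6 mitochondrial tRNA identifiers followed the snoRNAs across the 8 independent libraries (Pearson r 0.96, exact permutation p = 0.00107, 0.00427 after Benjamini-Hochberg adjustment over 4 relations computed, and Spearman rho 0.76, exact permutation p = 0.0368, adjusted 0.0490). Without 6 months samples 1 and 3, the 2 libraries farthest from the median, r was 0.76. The files and labels name no batch in which this relation could be computed separately.

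**Figure D3:**
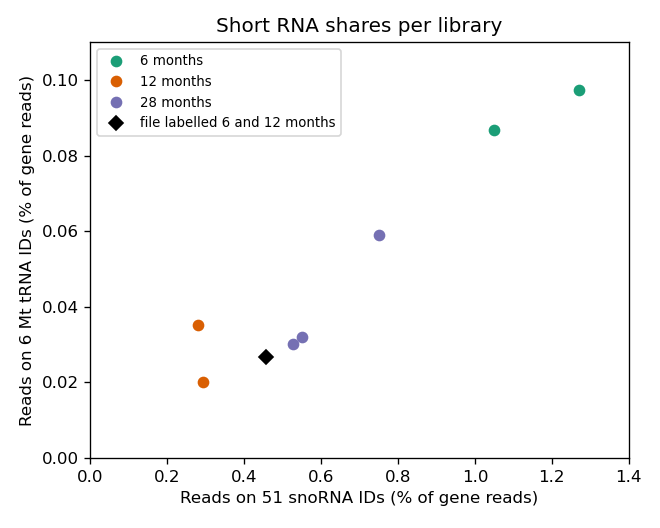
Percent of gene reads on 6 mitochondrial tRNA identifiers against percent on 51 snoRNA identifiers, 1 point per independent library, coloured by age, with a diamond for the library deposited under both ages. The libraries with the highest shares are 6 months samples 1 and 3, at 1.27 and 1.05% of reads on snoRNAs.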

High numbers of snoRNAs were down-regulated between 6- and 12-month-olds; this comparison also shows the greatest number of spliced transcripts, suggesting that non-coding RNAs are involved in regulation of splicing activity during maturation and aging.

Many non-coding RNAs also show a quadratic pattern over the three age groups and the similarity of the pattern to the protein coding genes may suggest that changes occurring with age are regulated, rather than a result of damage—as is the traditional view of aging. Closer observation of the patterns of expression in the pair-wise comparisons shows that between 12- to 28-month-olds, all non-coding genes were up-regulated and the majority of protein-coding genes were down-regulated; a similar pattern is observed in the other pair-wise comparisons. These data suggest that there is a subtle regulation of the non-coding RNA network that may affect protein-coding gene expression, splicing, promoter selection, and coding sequence output with age. Unravelling these dynamic changes in transcriptional networks with age that appear to involve multiple genome levels warrant further investigation.

Clearly transcriptome changes with age extend beyond protein-coding genes and their regulation may involve players in the dark matter of the genome. Our results suggest that changes in non-coding RNA, splice variant usage, and expression may be part of a tightly controlled regulatory non-coding RNA network that changes with age. This may be affecting the response to immune challenge, decreasing lipid clearance and altering neurotransmitter levels, providing a hypothesis and candidates for further studies. Lastly, our work demonstrates the use of RNA-seq to obtain a more detailed picture of transcriptional changes with age which we believe will be necessary to unravel the mechanisms of brain aging.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

ESM 1 (XLS 35 kb)

ESM 2 (XLS 57 kb)

ESM 3 (XLS 71 kb)

ESM 4 (XLS 34 kb)

ESM 5 (XLS 57 kb)

ESM 6 (XLS 48 kb)

How the deposited data were processed for this re-analysis (not part of the article)

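Cerebral cortex RNA of male rats aged 6, 12 and 28 months was sequenced on the SOLiD platform from 9 libraries, 3 per age, each made from the pooled RNA of 2 rats. The authors converted the reads, mapped them to the Ensembl rat reference genome with Bowtie, sorted them with SAMtools and counted them per gene with HTSeq. The deposited files hold these raw counts for 29516 Ensembl gene identifiers, without normalization, followed by 5 lines of reads that were not counted on a gene. The versions of the mapping and counting programs and the strand setting are not stated in the paper's text, and reads of overlapping, antisense or near-identical genes may have been split between them or lost. Reads counted as ambiguous were from 0.0356 to 0.0794% of the mapped reads.

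Each library was taken at the age its label gives. The files of 6 months sample 2 and 12 months sample 3 are identical, so there are 8 independent count files. Since neither the labels nor the paper's text settles the age of this library, the comparisons were made as labelled and again without it. No sample was regrouped. The deposited counts lie between 6513376 and 9196951 per library, and the self-test below gives the recovery that this depth and number of libraries allow for genes with a mean of at least 20 reads.

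Gene names were taken from the paper's supplementary Tables 2 and 3, which pair 114 identifiers with a name, all of them present in the files. The RefSeq gene table at hand pairs 0 of the identifiers, since it lists no Ensembl identifiers, and no genome or annotation of the build was used here. Gene type was therefore known for the named identifiers only, and 3 planned analyses were left out: scaling on protein-coding genes alone, Fisher's exact test of non-coding against protein-coding shares, and cell type marker lists. The genes named in the text are, by a rule fixed with the design, those that the paper names, and in each comparison up to 5 further genes with the smallest FDR among those under 0.05 whose libraries do not overlap between ages.

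Counts were normalized with TMM in edgeR 4.0.16 (R 4.3.3), and genes with at least 5 reads in at least 1 of the libraries compared were tested with its quasi-likelihood test, each pair of ages in its own fit, at a Benjamini-Hochberg FDR of 0.05. Normalized counts are CPM after TMM over the 9 libraries. A quadratic contrast, 12 months against the mean of 6 and 28 months, was fitted over the 9 libraries. Gene sets were tested with camera in limma 3.58.1, with a preset inter-gene correlation of 0.01. The alternatives were the edgeR exact test with tagwise dispersion as in the paper (prior degrees of freedom 28, proportion 0.5, grid length 500), the Wald test of DESeq2 1.42.0, the size factors of the RLE method, 3 other filters on low counts, 1 dispersion shared by the 9 libraries, each library left out in turn, and for the sets camera with an estimated correlation and fry. Fits without the library deposited under both ages, and library sizes without the most abundant gene, were added after the data had been seen. Permutation tests and correlations were computed in Python 3.11.15 with scipy 1.17.1.

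The fits were tested on simulated data, drawn from the means, library sizes and dispersions of the real counts with 200 genes changed by a log2FC of 2, all with a mean of at least 20 reads, so that recovery of genes with fewer reads was not tested. Of these, 195 (97.5%) were recovered by the quasi-likelihood test with 3 libraries against 3, with 15 false calls among 15807 genes, 195 by the exact test with 35 false calls, and 192 by DESeq2 with 17 false calls. With 1 library placed in both groups, the quasi-likelihood test recovered 0 of the 200 and the exact test 99 (49.5%), with 8 false calls, among 15674 genes. With 2 libraries against 2, the quasi-likelihood test recovered 184 (92%), with 23 false calls among 15596 genes. In a separate simulation of 3 groups of 3, the quadratic contrast recovered 197, with 18 false calls among 15949 genes. Camera and fry each called the set of 50 changed genes, and of 20 unchanged sets camera called 0 and fry 1 at p under 0.05. The simulated genes were drawn independently, so this does not test the preset correlation for sets whose genes vary together. In the real counts, a split across age also gave a small camera p, 2.94e-54 for the snoRNAs. It set 6 months samples 1 and 3 and 28 months sample 1 against the other 6-month and 28-month libraries.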

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

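The tests of explanations in this part were chosen after the results were seen. Of the 18 genes DE between 6 and 28 months, 17 have identifiers that appear in none of the paper's gene and transcript tables. Those tables list many non-coding genes by family name without an identifier, so the genes may be among the families that the paper names. All 17 were lower at 28 months, with log2FC values between -1.54 and -1.37, and 17 of 17 were still DE without the library deposited under both ages. All were also called by the exact test, by DESeq2's Wald test, with RLE size factors and under the 3 other filters on low counts. Without 28 months sample 1, 28 months sample 2, 6 months sample 1 or 6 months sample 3, 7, 8, 8 and 8 of the 17 were called, and 0 without 28 months sample 3 (246 genes of either direction with an unadjusted p under 0.05) or with 1 dispersion for all 9 libraries (466). For ENSRNOG00000034360 the log2FC was -1.49 (standard error 0.15, FDR 0.00423 by edgeR's quasi-likelihood test) and for ENSRNOG00000041982 it was -1.44 (standard error 0.15, FDR 0.00423). The mean of the 17 was 821, 708 and 744 normalized counts in 6 months samples 1, 2 and 3, 262, 301 and 281 in the 28-month libraries, and 188 and 106 in 12 months samples 1 and 2. The means in 12 months samples 1 and 2 lay below those at 28 months, so a steady fall with age is not shown.

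The 17 may not be independent signals. Within each age, the reads of each gene were compared with those of each of the others, and the smallest chi-square per degree of freedom had a median of 0.416 over the 17, where sampling noise alone gives values near 1 for a pair. In 1000 draws of 17 genes of similar mean reads, this median was 2.82 in the middle draw and never below 0.665. Reads shared between near-identical copies are a candidate explanation for their number, and would leave the fall with age as 1 or a few signals. Whether recovery of short RNAs during library preparation differed between libraries stays open as a cause of the difference itself. The mean of the 17 had a Pearson r of 0.762 with the snoRNA share of the reads over 8 independent libraries (exact permutation p = 0.0285, adjusted 0.0380 over 4 relations, Spearman rho 0.786, exact permutation p = 0.0279, adjusted 0.0490), but without the 2 libraries farthest from the median, 6 months samples 1 and 3, r was 0.215, so the relation rests on those libraries. The snoRNA share itself differs between the ages, so this explanation cannot be told apart from an effect of age, which was not tested separately.

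Of the 9 genes DE between 12 and 28 months, 1 has an identifier outside the paper's tables. ENSRNOG00000035877 had 10.1, 10.4 and 8.55 normalized counts in the 28-month libraries and 3.30, 2.21 and 2.25 in the 12-month libraries, a log2FC of 1.91 (standard error 0.25, FDR 0.0271 by edgeR's quasi-likelihood test), and had 20.8 and 6.69 in 6 months samples 1 and 3. Its values followed the snoRNA share over the 8 libraries (Pearson r 0.802, exact permutation p = 0.0137, adjusted 0.0274, Spearman rho 0.810, exact permutation p = 0.0218, adjusted 0.0490), and without 6 months samples 1 and 3 r was 0.825. Recovery of short RNAs and age cannot be told apart here, since the share differs between 12 and 28 months, and an effect of age stays open.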

How the results depend on the processing

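The exact test without the library deposited under both ages, which changes test and libraries together, gave the most DE genes in all 3 comparisons: 462, 138 and 128. Among settings changed singly, the setting that moved the number of DE genes most differed between the comparisons. Between 6 and 12 months, leaving out the library deposited under both ages moved it most: the number of DE genes was 0 with all libraries (485 with an unadjusted p under 0.05), 82 with the exact test with tagwise dispersion, 21 with DESeq2's Wald test, and from 0 to 109 across the 6 fits that each left out one library, with 109 without 6 months sample 2 and 19 without 12 months sample 3. The 4 fits that kept both copies gave 0, with between 147 and 203 genes at an unadjusted p under 0.05. With both copies left out, a setting chosen after the data had been seen, it was 191 with the quasi-likelihood test and 462 with the exact test, and 75 of the 82 genes of the exact test were among the 191. Between 6 and 28 months, 18 DE genes became 39 with the exact test, 28 with DESeq2's Wald test, 1 with all 9 libraries sharing one dispersion, and from 0 to 33 across the 6 fits that each left out one library (0 without 28 months sample 3, 33 without 6 months sample 2). Between 12 and 28 months, 9 became 50 with the exact test, 35 with DESeq2's Wald test, 42 with no filter beyond 1 read, 5 with at least 10 reads in every library, 1 with all 9 libraries sharing one dispersion, and from 0 to 19 across the 6 fits that each left out one library (0 without 12 months sample 2, 28 months sample 1 or 28 months sample 3, and 19 without 12 months sample 3). The exact test without the shared library, also chosen after the data had been seen, gave 138 and 128 in these comparisons. With at least 10 reads in every library fewer genes were tested, and in the fits that left out a library there were fewer samples; otherwise the cause was not tested. RLE size factors gave the same numbers of DE genes as TMM in all 3 comparisons, 0, 18 and 9.

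The quadratic contrast, with 0 genes (740 with an unadjusted p under 0.05), gave 17 with DESeq2's Wald test, 108 without both copies of the shared library and from 0 to 44 across the 9 fits that each left out one library (44 without 6 months sample 2, 21 without 12 months sample 3). Genes DE in opposite directions from 6 to 12 and from 12 to 28 months numbered 0, and were 29 with the exact test, 6 with DESeq2's Wald test, 14 without the shared library, 99 with the exact test without it, and from 0 to 6 across the 9 fits that each left out one library (6 without 6 months sample 2). The number of expressed genes kept within 1.5 times its value under the 3 other filters.

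Gene set calls kept their direction under every alternative for the MHC class II genes between 6 and 12 and between 12 and 28 months and for the snoRNAs in the 3 comparisons. The MHC class II genes between 6 and 28 months, a comparison added to the design's, had a median log2FC of -0.39 (camera p-value 0.958) and reversed to 1.02 without 6 months sample 2 (6.35e-09). With fry the p-value rose above 0.05 for the MHC class II genes between 6 and 12 months (0.0912) and for the snoRNAs in each comparison (0.0725 for 6 against 12 months, 0.315 for 6 against 28 and 0.0688 for 12 against 28), and with the estimated correlation for the snoRNAs between 6 and 28 months (0.144). The cause was not tested.

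Of 55 results for named genes, 8 had an FDR under 0.05. Between 6 and 28 months, RT1-Ba, RT1-Bb, RT1-Da, RT1-Db1 and Cd74 reversed without 6 months sample 2, the shared library, with log2FC values of 1.02, 1.32, 1.37, 0.88 and 0.82 by the quasi-likelihood test and 1.02, 1.31, 1.37, 0.88 and 0.82 by the exact test. With each library left out in turn, the values ranged from -0.91 to 1.02 for RT1-Ba, -0.70 to 1.32 for RT1-Bb, -0.84 to 1.37 for RT1-Da, -1.17 to 0.88 for RT1-Db1 and -0.64 to 0.82 for Cd74. Tph2 between 12 and 28 months ranged from -1.29 to 0.0362 and reversed without 12 months sample 2. These reversals came with fewer samples. With the exact test, 28 of 55 results moved to an FDR under 0.05 and 0 moved above it; with DESeq2's Wald test 12 of 51 moved under it, with no filter beyond 1 read 14 of 55, with 1 dispersion for all libraries 6 of 55 moved above it, and with at least 10 reads in every library 3 of 45. With RLE size factors, a minimum of 5 reads in total, or library sizes without the most abundant gene, 55 of 55 kept their direction and their side of the threshold.

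No paired analysis was possible because the libraries of different ages share no replicate number, litter or batch in the labels or the paper. Scaling on protein-coding genes alone and the comparison of non-coding with protein-coding shares were not run, since the gene types of most identifiers are not known here. Low read numbers limit Tph1, Apob, Lrp2 and Tph2, which had fewer than 10 reads in at least 1 library of each comparison given for them. They also limit RT1-Bb in its comparisons with 6 months, where samples 1 and 3 had 7 and 16 reads.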

Differences from the paper's values

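Between 6 and 12 months the paper's supplementary Table 2 lists 30 DE genes, and 0 had an FDR under 0.05 here by edgeR's quasi-likelihood test (485 with an unadjusted p under 0.05). Among the alternatives set before the data were examined, DESeq2's Wald test gave 21, within 1.5 times the paper's number, but called 0 of the paper's 6 genes with an identifier, while the exact test with tagwise dispersion gave 82, and none of the others came within 1.5 times of it. These are Hrh3 and 5 mitochondrial tRNAs, and the exact test called 6 of 6, as did the quasi-likelihood test without 6 months sample 2. So did both tests without the library deposited under both ages, a setting chosen after seeing the values. The exact test here used 16113 genes where the paper tested 17051, and a later edgeR release, so it does not repeat the paper's test exactly.

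For 6 against 28 months the paper lists 8 DE genes, and 18 were found here. The fits without 28 months sample 1 (8 genes), 28 months sample 2 (9), 6 months sample 1 (9) and 6 months sample 3 (10) lie within 1.5 times of the paper's number, and none of the other alternatives set before the data were examined does. Of the paper's 4 genes with an identifier, Sult1a1 was called here. Hspa1a was called by the exact test and DESeq2's Wald test, Tph1 by the exact test, and Qdpr by DESeq2's Wald test and with no filter beyond 1 read. The exact test without the shared library, chosen after seeing the values, called Hspa1a and Qdpr.

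Between 12 and 28 months the paper lists 32 DE genes, and 9 were found here. DESeq2's Wald test gave 35 and the fit with no filter beyond 1 read gave 42, both within 1.5 times of the paper's number; the exact test gave 50, and none of the other alternatives set before the data were examined closed the gap. Of the paper's 21 genes with an identifier, 6 were called here, 20 by the exact test, which left out Qdpr, and 13 by DESeq2's Wald test, which called Alb, Apob, Heph, LOC689064, Qdpr, RT1-Bb and Tf besides the 6. With no filter beyond 1 read 16 were called, those of DESeq2's Wald test and E9PSV0_RAT, RGD1306682 and Tph1. Without 12 months sample 3, Aif1 and RT1-Bb were called besides the 6. The exact test without that library, chosen after seeing the values, called 19, all but Hrh3 and Tph1.

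The paper's mean of reads generated per sample is 33.6 M, and mapped and unaligned reads in the deposited files sum to a mean of 50.8 M, from 43.0 to 60.1 M. No alternative was set for this value. The reads recorded as not aligned, taken alone, come close to the paper's number, with a mean of 33.9 M, from 27.7 to 39.8 M. Mapped reads were 33.2% of the sum on average and 49.8% of the reads not aligned, and the paper's share of mapped reads is approximately 50%.

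For the 29 gene-level log2FC values that the paper's supplementary Table 2 gives with an identifier, the values here lay within their standard error in 29, with a largest difference of 0.03. The paper describes SNORA62, SNORA64, Hrh3 and 6 snoRNAs, among them SCARNA11, SNORA84, SNORD52 and SNORD63, as DE in 2 comparisons each, and here the quasi-likelihood test with all libraries called SNORD52 between 12 and 28 months alone. These snoRNAs carry no identifier in supplementary Table 2, and the identifiers used here may be other copies of these genes: between 6 and 12 months SNORA62 had a log2FC of -2.94 here against the paper's -2.16, and between 6 and 28 months -2.18 against the paper's -1.79. With the identifiers used here, the exact test called each of the 7 named genes in both of its comparisons. DESeq2's Wald test called SNORA64 between 6 and 28 months, SNORD52 in both comparisons and SNORD63 between 12 and 28 months. No filter beyond 1 read called SNORA64 between 6 and 28 months and SNORA84, SNORD52 and SNORD63 between 12 and 28 months. The fit without 6 months sample 2 called SNORA62, Hrh3, SCARNA11, SNORA84 and SNORD52 between 6 and 12 months, that without 12 months sample 3 called SNORD52 and SNORD63 between 12 and 28 months, and that without 28 months sample 2 called SNORA84 and SNORD52 there. Without the library deposited under both ages, chosen after seeing the values, all 7 were called between 6 and 12 months.

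The paper states that MHC class II genes rise from 6 to 12 months. The 5 with an identifier rose here with an FDR of 0.997, the exact test called Cd74, and the fit without 6 months sample 2 called all 5, as did the tests without the shared library. The paper states a difference of Tph1 between 12 and 28 months and itself names 6 months sample 2 and 12 months sample 3 as likely to skew it. Here 1 library held 94.2% of the 12-month reads.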

Other observations

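The tests in this part were chosen after the results were seen, as were the relations between libraries. The identical files of 6 months sample 2 and 12 months sample 3 bear on every comparison of these ages. When 1 library of each age was left out, in 9 fits, the fit without both copies gave 191 DE genes between 6 and 12 months, the fits without 1 copy gave from 11 to 77, and the 4 fits with both copies gave 0, with between 30 and 68 genes at an unadjusted p under 0.05. A library filed under both ages is a candidate explanation for the 0 genes found with all 6 libraries, and a library in both groups of simulated data also left 0 of 200 changed genes recovered by the quasi-likelihood test. The age of this library was not inferred from its values. In Fig. 3 of the paper the RNA-seq bars of these samples have the same height, while their qPCR bars differ.

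All splits of 6 libraries into groups of 3, the split by age included, were fitted. With 3 libraries against 3 there are 10 splits, too few to separate the split by age from chance. Between 6 and 12 months the split by age gave 0 genes, which any split reaches, so 10 of 10 says nothing about chance. Between 6 and 28 months 3 of 10 gave as many as 18, and between 12 and 28 months 2 of 10 gave as many as 9. A camera p as small was given for the MHC class II genes by 2 of 10 splits of the 6-month and 12-month libraries and 1 of 10 of the 12-month and 28-month libraries. For the snoRNAs it was given by 2 of 10 splits between 6 and 12 months, 3 of 10 between 6 and 28 months and 1 of 10 between 12 and 28 months. In the comparison of 6 and 12 months the second split exchanges the identical files and so has the same values. The same holds for 40 splits of the 9 libraries into 3 groups of 3, the split by age among them, where 40 of 40 reach the 0 genes by age for the quadratic contrast and 40 of 40 the 0 genes in opposite directions. In 3 of the 40 the contrast gave any gene, with 318 at most, and in 2 of the 40 there were any genes in opposite directions, with 73 at most.

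The split of the 6-month and 28-month libraries with the most DE genes, 135 of 16172, set 6 months samples 1 and 3 and 28 months sample 1 against the other 3 libraries. Of these 135, 18 (13.3%) were snoRNAs named in the paper's tables, against 0.315% of the genes tested, and 5 were mitochondrial tRNAs. The libraries on the first side had the most reads on genes (9196951, 8700946 and 8648997), snoRNA shares of 1.27, 1.05 and 0.750%, and ambiguous reads at 0.0750, 0.0794 and 0.0707% of the mapped reads, against at most 0.0481% in the other 5 independent libraries. Recovery of short RNAs that differed between the libraries, whose cDNA was size selected during preparation, is a candidate explanation. Mitochondrial tRNAs, which are short RNAs of another compartment, followed the snoRNA share with a Pearson r of 0.958 over 8 libraries. The summed share of 5 identifiers that the paper's tables name as microRNAs fell where the snoRNA share rose (r = -0.735, exact permutation p = 0.0387, adjusted 0.0387, Spearman rho -0.690, exact permutation p = 0.0694, adjusted 0.0694, and r = -0.591 without the 2 libraries farthest from the median). Most of this sum is 1 identifier, ENSRNOG00000044316, with 72333 reads in 6 months sample 1 and 116331 in 12 months sample 1. ENSRNOG00000045415 also moved against the snoRNAs (1198 and 994 normalized counts in 6 months samples 1 and 3, 2313 and 2250 in 12 months samples 1 and 2), while mir-344a-2, with at most 19 reads, moved with them (19 and 15 reads against 2 and 2 in these libraries). The microRNA identifiers therefore moved in both directions, and those with the most reads did not follow the snoRNAs. The named identifiers were chosen by the paper for differing between the same libraries, and the shares differ between ages, so an effect of age and an effect of library preparation cannot be told apart.

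Genes changed in opposite directions from 6 to 12 and from 12 to 28 months more often than the shared 12-month libraries alone gave in simulations. Without the library deposited under both ages there were 14 such genes, against at most 1 in 10 simulations of unchanged groups. With the 9 libraries the quasi-likelihood test gave 0 such genes, and the simulations gave 0 too. The Pearson r across all genes was -0.591 with the 9 libraries, below the lowest of 10 simulations, -0.465. Without the shared library r was -0.677, closer to the lowest of 10 simulations, -0.610, but also below it. The simulations drew each gene independently, so they lack variation that many genes of a library share. In 2 of 40 splits of the real libraries the quasi-likelihood test gave such genes, with 73 at most. Use of the 12-month libraries in both comparisons, together with such shared variation, therefore cannot be excluded as the explanation. A difference in preparation between the 12-month libraries and the others would have the same effect and stays open, as does a change with age.

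Tph1 reads were concentrated in the library deposited under both ages, with 147 reads. RNA of another tissue in that library would bring several such genes. With at least 30 reads in a library and at least 10-fold more normalized counts than in every other library, Tph1 was the 1 gene found in this library and 0 were found in the other 7. At 5-fold and at least 20 reads there were 4 in this library, Tph1 among them. At these limits 6 months sample 3 had 2, 6 months sample 1 had 1 and the other libraries had 0. At 3-fold and at least 20 reads, this library and 6 months sample 1 had 5 each, and 6 months sample 3 had 3. A small number of cells with high Tph1 expression may bring few other genes above these limits, so this explanation cannot be told apart from a difference between the pooled rats.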
